A study of Mus musculus with 6 samples.

How the data were processed

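The series holds poly(A) RNA-seq of mouse palatal shelves at E14.5, with 3 control libraries (Prmt1 fl/fl) and 3 libraries of Wnt1-Cre; Prmt1 fl/fl embryos. Per the submitters' processing notes, CASAVA 1.8.2, STAR 2.4.1d, Partek (no version given) and the mouse genome build mm10 were used. Which of these tools made the counts, the gene annotation, the strand setting and any filter are not given in the sources used here.

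The authors deposited a single table of 49492 gene symbols by 6 columns, whose values are estimated counts (expected counts), not normalized: totals differ between columns, from 44919889 to 50022829, and 23.0% to 23.8% of values are not whole numbers, as a counter that divides reads among transcripts leaves. Each column name starts with a word for its group and carries a number (212, 213, 220, 208, 211 or 221) that no label gives. Columns could thus be assigned to a group but not to a sample of that group, and no column was left without a group. Rows without a gene name: 0. All 37 rows of mitochondrially encoded genes were listed at 0 in every library, while 4 nuclear copies of mitochondrial sequence held 1.08% to 1.19% of counts, so mitochondrial genes, a list of 13 of which 0 were tested, were not analysed here. Reads shared among gene copies, which were not measured here, leave the values of keratins, globins, amylases, histones and ribosomal proteins uncertain, and without a known strand setting the reads of a gene and of its antisense partner cannot be separated.

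Counts were rounded to whole numbers, and genes were kept by filterByExpr (minimum count 10 and minimum total 15), leaving 19284. Libraries were scaled by TMM. The main test was edgeR 4.0.16's quasi-likelihood F test (glmQLFit with robust=TRUE, glmQLFTest) of the 3 deletion against the 3 control libraries without covariates, with Benjamini-Hochberg adjustment and a threshold of 0.05, run in R 4.3.3. Log2 fold changes are deletion minus control. Each SE is the fold change divided by the square root of its F statistic, and intervals are at 95%. CPM are TMM-scaled. Coordinates and strands come from the GENCODE M21 annotation of GRCm38, the assembly that mm10 names.

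In simulated data for the deletion against control comparison, made from the 19284 genes' own means and spreads with 50 genes changed at each fold, the test recovered 56% of 1.5-fold, 70% of 2-fold, 88% of 4-fold and 98% of 8-fold changes, with 17 false calls. No pair of libraries of a group agreed within sampling noise (chi-square per degree of freedom 7.41 to 35.24), so none was treated as a second copy of another. This does not show that they came from separate embryos.

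Before the data were examined, 34 gene lists with 803 entries were fixed, of which 800 are in the table, 6 under an older symbol. Lists with 5 or more tested genes (32 lists) were tested with camera at a preset correlation of 0.01 on limma 3.58.1 voom values, adjusted over the lists, and again with an estimated correlation and with fry, whose directional p tests whether a list's genes move on balance in a single direction. In a simulation, a list of 25 genes shifted by 0.5 (log2) was called and 0 of 33 unshifted lists were. The simulation drew genes independently, which real lists are not. The sex-linked list had only 2 tested genes, Xist and Tsix, and neither passed (edgeR adjusted p = 0.795 and 0.388). Both are given by library or value only.

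The genes named were chosen by a rule fixed before the data were examined: 16 genes regardless of result (Prmt1, Msx1, Msx2, Bmp4, Ccnd1, Cdkn1a, Mki67, Shh, Shox2, Osr2, Pax9, Tbx22, Fgf10, Ptch1, Runx2 and Sox9), the 10 largest rises and 10 largest falls among genes past the threshold with mean log2 CPM of 1 or more and non-overlapping groups (unnamed clones, pseudogenes and sex-linked genes left out), and for each list up to 4 members of smallest p past the threshold, or the 2 of smallest p where none passed. The rule gave 114 genes, some of which are not reported here. Ibsp, Sp7, Acan, Col9a1, Ihh, Trp63, Six2, Tbx3, Ercc5, Perp, H2afv, Ppia, Purb, Tagln, Acta2, P2rx3, Krt17, Grhl2, Grhl3 and Esrp1 are named outside this rule, after their values were seen.

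Alternatives fixed before the data were examined were DESeq2 size factors and upper-quartile factors in edgeR, the DESeq2 1.42.0 Wald test, limma voom, no filter on low counts, a filter of CPM of 1 or more in at least 3 libraries, robust=FALSE, a minimum change of 1.2-fold with glmTreat, leaving out erythroid, muscle and mitochondrial genes, embryo sex as a covariate, and leaving out each of the 6 libraries in turn. The sex covariate was fixed for genes only, and its use for gene lists was added after seeing the data. So were 3 others: leaving out the 2 controls with low Xist (212 and 213), the log2 ratio of embryonic to adult beta-globin as a covariate, and the libraries apart on the second principal component (220 and 221) as a covariate.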

Results

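RNA was measured in palatal shelves, the paired outgrowths that meet and fuse to form the roof of the mouth, dissected from mouse embryos at E14.5. The 3 control libraries came from embryos in which both copies of Prmt1 carry loxP sites. The 3 deletion libraries came from embryos that have the same alleles together with Wnt1-Cre, a recombinase expressed in the neural crest, from which most palatal mesenchyme descends. Palatal epithelium and skeletal muscle have other embryonic origins. Prmt1 encodes the main asymmetric arginine methyltransferase of mammalian cells, and the question named for the series is which genes change when it is lost, with genes of proliferation and the cell cycle named in advance. Control libraries held 45613056 to 50022829 estimated counts and deletion libraries 44919889 to 49875717. Libraries are named here by the numbers in the table's column names (212, 213 and 220 for control, 208, 211 and 221 for deletion). The labels do not say that each library came from a separate embryo, so the p-values measure the spread between these libraries. No library carried Cre without the deletion, so every difference between the groups can include an effect of Cre itself.

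Prmt1 (chromosome 7, 44975989 to 44986568, mm10, on the minus strand) was lower in every deletion library. It measured 257.86, 249.74 and 246.26 CPM (counts scaled to the library total) in the controls and 200.90, 205.51 and 217.32 CPM in the deletion libraries. The means were 251.3 ± 5.95 and 207.9 ± 8.47 CPM (SD, n = 3 each), a log2 fold change of -0.27 ± 0.05 (SE; edgeR adjusted p = 0.0113). The counts are per gene, so transcripts from exons outside the deleted part and from cells outside the neural crest lineage are included, and the size of the fall does not measure the share of cells that lost the gene. Prmt1 was past the threshold in the full comparison and was not with sex as a covariate (log2 fold change -0.24, edgeR adjusted p = 0.177).

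Of 22 chondrogenic genes 9 rose and 2 fell, and of 26 skeletal muscle markers 14 rose and 0 fell. In the bone, matrix and epithelial lists, 7 of 24, 12 of 32 and 15 of 30 fell. No list passed with an estimated correlation (adjusted p = 0.364 to 0.65 for these 5). Matn1, which encodes the cartilage matrix protein matrilin-1, had the largest rise among the genes named, from 0.489 ± 0.198 CPM in controls to 29.53 ± 5.76 CPM in deletion libraries (SD, n = 3 here and throughout). The muscle regulator Myog rose 2.35-fold. Mmp13, the bone and cartilage collagenase, fell 5.33-fold, the keratin Krt14 fell 1.78-fold and Lox, the enzyme that crosslinks collagen and elastin, fell 1.57-fold. None of 37 measured G1/S genes and none of 38 measured G2/M genes passed the threshold.

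By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 1352 of 19284 tested genes changed (7.01%), 703 higher and 649 lower in the deletion libraries. Of the changed genes, 384 differed by 2-fold or more, 218 higher and 166 lower, and 663 by less than 1.5-fold. All 1352 had non-overlapping groups, as did 27.5% of tested genes, where chance gives 10% for 3 against 3. The count of 1352 became 356 without control 213, 545 without deletion 208 and 711 without deletion 211. With embryo sex as a covariate it was 129.

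Libraries differed in sex and in globin. Xist, transcribed from the inactive X chromosome, was at 15.5 and 16.0 CPM in controls 212 and 213, where 4 Y-linked genes together reached 247 and 254 CPM. Control 220 and the 3 deletion libraries had 3384 to 4487 CPM of Xist and at most 0.402 CPM of the Y-linked genes. The ratio of embryonic Hbb-y to adult beta-globin, which declines as liver-derived red cells replace primitive ones, was 0.0946 and 0.0779 in controls 212 and 213, 0.200 in control 220, and 0.191, 0.196 and 0.320 in deletion 208, 211 and 221. Control 220 was thus the only control that matched the deletion libraries in sex. Against it alone, leaving out 212 and 213, 89 genes were called, 71 of them among the 1352. With 1 control library, all the spread in that fit comes from the deletion libraries, so these calls do not cover variation among controls. With sex as a covariate, controls 212 and 213 fit only the sex term, so the group difference is again deletion against control 220. The log2 fold changes were nearly the same in both fits (6.792 and 6.793 for Matn1, -0.244 and -0.242 for Prmt1). Neither setting is thus a separate check of the other's fold changes. The first principal component (41.1% of variance) set the groups apart and the second (21.1%) set libraries 220 and 221 apart from the other 4.

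**Figure D1:**
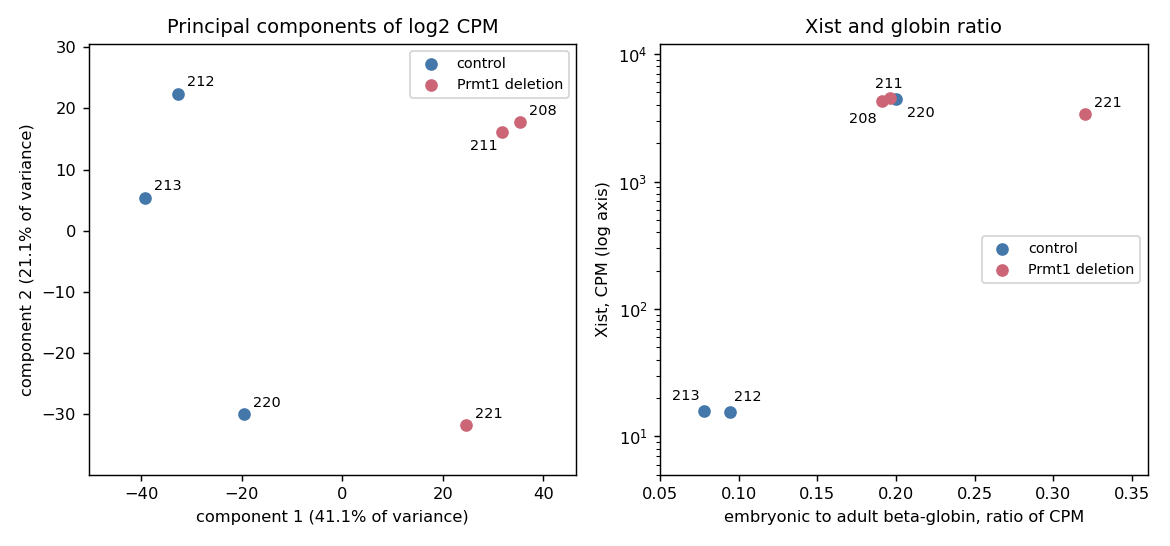
Left, each library's position on the first and second principal components of log2 CPM. Right, Xist (CPM, log axis) against the ratio of embryonic to adult beta-globin. Points are libraries, blue for control and red for Prmt1 deletion. Controls 212 and 213 lie near 16 CPM of Xist at ratios under 0.1, and the other 4 libraries lie at 3384 CPM or more.

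Of 32 gene lists large enough to test, 13 passed with camera at a preset correlation of 0.01, 5 higher and 8 lower. None passed with the correlation between genes estimated from the data (lowest adjusted p = 0.364) or with fry for a shift in 1 direction (lowest adjusted p = 0.0502). Fry for change in either direction, which compares a list with no other genes, called 25. The same camera setting called up to 17 lists in other groupings of these 6 libraries. The lists are therefore described mainly by how many of their genes passed.

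Skeletal muscle markers gave the most uniform change. Of 26 measured, 14 rose and 0 fell, and 24 rose when adjusted over the list alone. All 26 had fold changes above 0, with a median log2 fold change of 1.13 and quartiles of 0.97 and 1.21. Myog, the myogenic transcription factor, went from 28.4 ± 1.8 to 66.7 ± 9.0 CPM (2.35-fold, edgeR adjusted p = 0.000218). Tnnc1, a troponin of slow muscle, rose 2.33-fold, Chrna1, the acetylcholine receptor subunit, 2.32-fold, and Tmem8c, the myoblast fusion factor myomaker, 2.35-fold. The list passed camera (adjusted p = 8.16e-23), with adjusted p = 0.455 with an estimated correlation. With sex as a covariate 6 rose (median 1.12). Against control 220 alone, which is the same contrast, the median was 1.12.

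Of 22 measured chondrogenic genes, 9 rose and 2 fell, or 13 and 3 adjusted over the list alone, with a median log2 fold change of 0.92. Matn1 rose by 5.89 ± 0.26 on the log2 scale (SE; edgeR adjusted p = 4.87e-05). Epyc, a small proteoglycan of growth cartilage, rose 9.82-fold, Matn3 8.11-fold (log2 fold change 3.02, 2.59 to 3.89 with 1 library left out, not passing without 213, 208, 211 or 221, and 4.84 with sex as a covariate), Lect1 (chondromodulin) 6.91-fold, Col9a3 2.99-fold and Matn4 1.89-fold. Cytl1, a secreted protein of chondrocytes that the list did not hold, rose 33.4-fold, from 0.244 ± 0.113 to 8.31 ± 2.98 CPM. With sex as a covariate the log2 fold changes were 6.79 for Matn1, 5.95 for Cytl1 and 3.51 for Lect1, against 5.89, 5.06 and 2.79 without it. Sox9, the transcription factor that starts cartilage formation, rose 1.23-fold, from 54.3 ± 5.0 to 66.8 ± 4.53 CPM (edgeR adjusted p = 0.0391). The 2 that fell were Fgfr3, a receptor that restrains chondrocyte proliferation, at 1.63-fold, and Ihh, the hedgehog ligand of prehypertrophic chondrocytes, with a log2 fold change of -1.47. The aggrecan gene Acan (log2 fold change 1.47, edgeR adjusted p = 0.118) and Col9a1 (2.13, 0.0591) did not pass. The camera adjusted p was 2.98e-06, and adjusted p = 0.65 with an estimated correlation. With sex as a covariate 7 rose and 1 fell (median 1.18). The median was 1.19 in the same contrast against control 220 alone.

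Of 24 measured osteogenic genes, 0 rose and 7 fell (1 rose and 17 fell adjusted over the list alone), with a median log2 fold change of -1.01. Mmp13 went from 13.97 ± 2.76 to 2.62 ± 0.851 CPM, Ifitm5, a membrane protein of mineralizing osteoblasts, fell 3.94-fold, and Mepe 3.50-fold. Bmp3 fell 1.29-fold and Col5a2 1.25-fold. Ibsp, the bone sialoprotein gene, was at 594 ± 128 CPM in controls and 104.7 ± 57.1 CPM in deletion libraries, and Sp7, the osteoblast transcription factor, at 164.6 ± 28.3 and 58.3 ± 20.1 CPM. Both lay below every control in every deletion library without passing (edgeR adjusted p = 0.0768 and 0.0813). Runx2, the earlier osteoblast regulator, had a log2 fold change of -0.40 (edgeR adjusted p = 0.333). The camera adjusted p was 3.09e-12, and adjusted p = 0.364 with an estimated correlation. With sex as a covariate 1 fell (median -1.13). The median was -1.13 in the same contrast against control 220 alone.

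Among 32 measured genes of the palate extracellular matrix, 1 rose and 12 fell, or 3 and 17 adjusted over the list alone. The median log2 fold change was -0.20. Lox went from 391.0 ± 24.6 to 248.4 ± 6.15 CPM (1.57-fold lower, edgeR adjusted p = 0.000304) and Loxl1, of the same enzyme family, fell 1.58-fold. The riser was Has2, the main hyaluronan synthase, from 104.3 ± 6.04 to 159.6 ± 17.7 CPM. The camera adjusted p was 4.97e-07, and adjusted p = 0.364 with an estimated correlation. Fewer passed with sex as a covariate, 4 lower and 0 higher (median -0.19). The same contrast against control 220 alone gave a median of -0.19.

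Of 30 measured epithelial and periderm markers, 15 fell and 0 rose, and 24 fell adjusted over the list alone. The median log2 fold change was -0.45. Krt14, the basal keratin, went from 400.5 ± 27.2 to 225.0 ± 19.3 CPM (edgeR adjusted p = 0.000304). Krt6a fell 5.68-fold, Lgals7 2.90-fold, Sfn 1.65-fold and Epcam, a general epithelial adhesion gene, 1.34-fold. Keratin genes can share reads with close relatives, so the values of Krt6a and Krt14 are uncertain to that extent. Trp63, the regulator of basal epithelium, did not differ beyond its spread (67.7 ± 8.95 and 63.8 ± 16.0 CPM, log2 fold change -0.09, edgeR adjusted p = 0.866). The camera adjusted p was 1.48e-18, and adjusted p = 0.364 with an estimated correlation. Fewer passed with sex as a covariate, 5 lower (median -0.33). The same contrast against control 220 alone gave a median of -0.32.

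**Figure D2:**
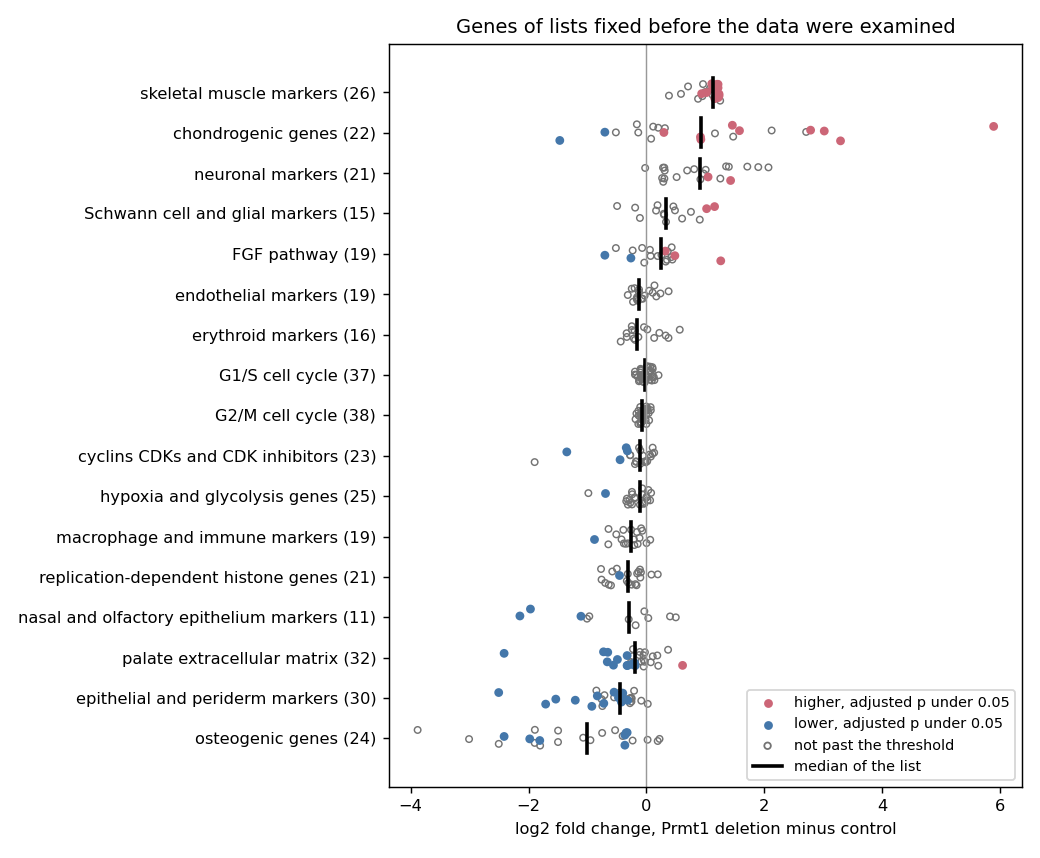
Log2 fold change (Prmt1 deletion minus control) of each measured gene in 17 of the lists, with the number measured in brackets. Red and blue points passed at adjusted p under 0.05, open points did not, and black bars are list medians. Muscle markers cluster near their median of 1.13, chondrogenic genes spread up to 5.89 (Matn1), and the G1/S and G2/M genes lie near 0 with none past the threshold.

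Cell cycle genes, the group named in the design text, moved little. The median log2 fold change was -0.03 over the 37 G1/S genes and -0.07 over the 38 G2/M genes, with 0 changed in either list by edgeR, also when adjusted over the list alone. Cdc6 and Pola1 had the smallest p among G1/S genes (log2 fold changes 0.21 and -0.19, edgeR adjusted p = 0.144 and 0.151), and Smc4 and Ccnb2 among G2/M genes (-0.18 and -0.14, edgeR adjusted p = 0.14 and 0.193). Mki67, the proliferation marker, was at 643 ± 83.0 and 613 ± 23.8 CPM (log2 fold change -0.07, 95% interval -0.26 to 0.12). The camera adjusted p was 0.959 for G1/S and 0.0828 for G2/M, both in the downward direction. Control 220 lay above the mean of the deletion libraries in 38 of 38 G2/M genes. The G2/M list was called lower without control 212, control 213 or deletion 221 (camera adjusted p = 0.000112, 0.0268 and 0.0207, and adjusted p = 0.718, 0.907 and 0.821 with an estimated correlation). With sex as a covariate, a setting chosen for lists after seeing the data, it was also called lower (median -0.18, camera adjusted p = 2.95e-12) and so was the G1/S list (median -0.18, camera adjusted p = 7.79e-06). No single gene was called in either, and both had adjusted p = 0.344 with an estimated correlation there. Both falls there are measured against control 220 alone. Its mean log2 level, relative to all libraries, was the highest for G1/S (0.124) and for G2/M (0.161).

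The list of cyclins, CDKs and CDK inhibitors also holds E2f, Myc and Rb family genes. Of its 23 measured genes, 4 fell and 0 rose, or 6 and 0 adjusted over the list alone. Ccnd1, the cyclin of early G1, went from 213.7 ± 2.11 to 171.0 ± 15.1 CPM (1.25-fold lower, edgeR adjusted p = 0.0139). The other 3 were inhibitors of cyclin-dependent kinases: Cdkn2b fell 2.55-fold, Cdkn2c 1.36-fold and Cdkn1a, which encodes p21, 1.27-fold (edgeR adjusted p = 0.0295). The camera adjusted p was 0.00813, and adjusted p = 0.364 with an estimated correlation. The list of replication-dependent histone genes, which also holds H1f0, had 1 of 21 lower, Hist1h1c at 1.38-fold (camera adjusted p = 0.0492, and adjusted p = 0.65 with an estimated correlation). That histone call was also lost with DESeq2 size factors, with the CPM filter and without 212, 220, 208 or 211. In poly(A) libraries, transcripts without a poly(A) tail are largely missed, so the histone values may not follow the full output of these genes. None of the 4 regulators stayed past the threshold with sex as a covariate, where the log2 fold changes were -0.33 for Ccnd1 (edgeR adjusted p = 0.149), -0.22 for Cdkn1a, -0.73 for Cdkn2b and -0.36 for Cdkn2c, against -0.32, -0.34, -1.35 and -0.45 without it.

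Msx1, a homeobox factor of the anterior palate, varied widely within each group. It measured 51.7, 122 and 178 CPM in the controls and 69.0, 61.1 and 188 CPM in the deletion libraries (log2 fold change -0.15, 95% interval -2.10 to 1.81). The other genes of palate formation fixed in advance also did not pass in the full comparison: Msx2 (log2 fold change 0.13), Bmp4 (-0.21), Shh (-0.49), Shox2 (0.14), Osr2 (0.15), Pax9 (-0.05), Tbx22 (-0.21), Fgf10 (0.19) and Ptch1 (-0.13). With 1 library left out, Shh passed without 212 (-0.71, edgeR adjusted p = 0.00505), and Bmp4 and Shox2 passed without 221 (-0.36 and 0.23, edgeR adjusted p = 0.0351 and 0.0178). Of 25 genes of the MSX1 and BMP list, Bmp5 rose 1.54-fold, and Bmp3 and the antagonist Nog fell 1.29-fold and 1.60-fold (camera adjusted p = 0.261). Adjusted over the list alone, 2 rose and 5 fell.

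**Figure D3:**
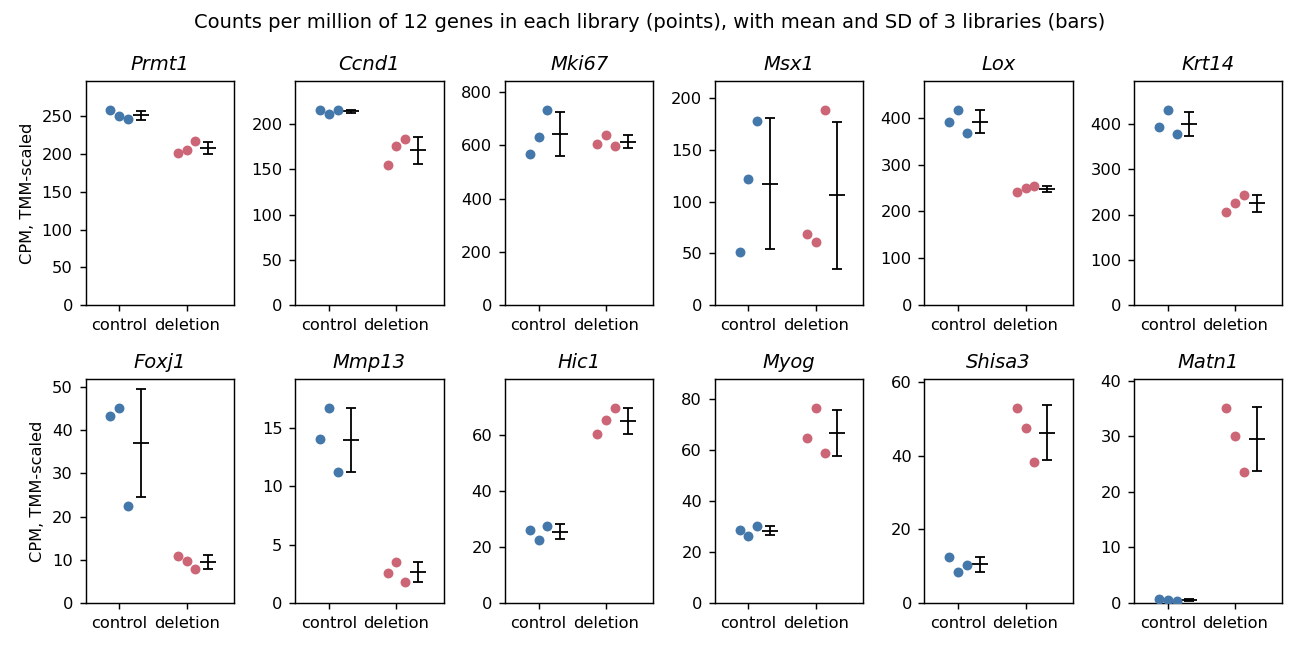
CPM (TMM-scaled) of 12 genes. Points are libraries, blue for control and red for Prmt1 deletion, with axes from 0, and bars give mean and SD of 3 libraries. Msx1 and Mki67 overlap between groups, and the other 10 genes do not.

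The FGF, Hedgehog, Wnt and TGF-beta lists each held changes in both directions. In the FGF list, Fgfr4 rose 2.4-fold, Spry1 1.25-fold and Fgf9 1.40-fold, while Fgfr3 fell 1.63-fold and Fgfr2 1.2-fold (camera adjusted p = 0.0492, upward, and adjusted p = 0.65 with an estimated correlation). The FGF call was also lost with DESeq2 size factors, with the CPM filter and without 212, 213, 211 or 221, and the direction turned with the sex or globin covariate and against control 220 alone. Adjusted over the list alone, 7 rose and 3 fell of 19. In the Hedgehog list the co-receptors Cdon and Boc rose 1.24-fold and 1.16-fold, and the targets Hhip and Gli1 fell 1.43-fold and 1.21-fold (15 measured, camera adjusted p = 0.959, with the same 2 and 2 adjusted over the list alone). In the Wnt list, Lgr5 rose 1.75-fold and Ror2 1.22-fold, and Wif1 and Wnt5a fell 1.85-fold and 1.22-fold (27 measured, camera adjusted p = 0.554, 3 and 7 adjusted over the list alone). In the TGF-beta list, Tgfbi rose 1.16-fold, and Tgfb1 and Cyr61 fell 1.83-fold and 1.32-fold (19 measured, camera adjusted p = 0.635, 1 and 4 adjusted over the list alone). Notch and EMT genes had 1 of 17 changed, Hes1, 1.19-fold higher (camera adjusted p = 0.994, also 1 adjusted over the list alone).

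Among transcription factors of palate mesenchyme, Hic1, a transcriptional repressor, had the smallest p and went from 25.3 ± 2.67 to 64.9 ± 4.64 CPM (2.56-fold, edgeR adjusted p = 4.87e-05). Of 42 measured, 5 rose and 2 fell, or 5 and 3 adjusted over the list alone (camera adjusted p = 0.648). Among them Barx1 rose 1.36-fold, Six2 with a log2 fold change of 0.28 and Tbx3 with 0.20, and Tfap2a fell 1.39-fold. Cranial neural crest markers overlapped this list: of 17, 2 rose, Crabp1 (1.49-fold) and Sox9, and 2 fell, Tfap2a among them (camera adjusted p = 0.822, 4 and 2 adjusted over the list alone).

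Other tissues in the dissection moved unequally. Of 21 neuronal markers, Syp (2.07-fold) and Nefh (2.69-fold) rose, or 11 adjusted over the list alone (median log2 fold change 0.92, camera adjusted p = 1.52e-08, and adjusted p = 0.455 with an estimated correlation). With the sex or globin covariate 0 neuronal markers passed (medians 0.675 and 0.915), though the list was still called higher (camera adjusted p = 0.000164 and 6.43e-07). Of 15 Schwann cell and glial markers, 2 rose, S100b (2.03-fold) among them, or 4 adjusted over the list alone (median 0.33, camera adjusted p = 0.00343, and adjusted p = 0.65 with an estimated correlation). With the sex covariate 0 glial markers passed (median 0.367, camera adjusted p = 0.00112), and with the globin covariate 2 rose (median 0.482). The glial list's mean log2 level, relative to the mean of all libraries, was 0.50 in deletion 208 and 0.07 and -0.02 in 211 and 221. In controls 212, 213 and 220 that level was -0.13, -0.16 and -0.26. Of 11 nasal and olfactory epithelium markers, Reg3g, Dnah5 and Foxj1 fell 2.16-fold, 4.43-fold and 3.91-fold, or 4 genes adjusted over the list alone (camera adjusted p = 0.0378, and adjusted p = 0.65 with an estimated correlation). That nasal call was also lost without deletion 221, with the sex or globin covariate and against control 220 alone (camera adjusted p = 0.173, 0.149, 0.37 and 0.0582). Among 19 macrophage and immune markers, F13a1 fell 1.84-fold, also the only 1 adjusted over the list alone (camera adjusted p = 0.00282, and adjusted p = 0.73 with an estimated correlation). That list's median log2 fold change was -0.26 in all libraries and 0.02 against control 220 alone, and its call was lost there, without control 212 and with the sex or globin covariate. Of 12 tooth germ epithelium markers, Fgf9 rose and Wnt10b fell 1.93-fold, or 1 and 3 adjusted over the list alone (camera adjusted p = 0.106). The tooth germ list was called lower without control 212 or deletion 221 and with the sex or globin covariate (camera adjusted p = 0.000221, 0.0171, 7.61e-05 and 3.69e-05, and adjusted p = 0.646, 0.74, 0.49 and 0.396 with an estimated correlation). Its median log2 fold change was -0.17 in the main fit and -0.56 with sex as a covariate. None of 19 endothelial and none of 16 erythroid markers passed by edgeR, also when adjusted over the list alone (camera adjusted p = 0.239 and 0.959). Kdr had the smallest p among endothelial markers (log2 fold change -0.23, edgeR adjusted p = 0.0623) and Epor among erythroid markers (0.33, edgeR adjusted p = 0.342).

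Stress, survival and housekeeping lists changed in few members. Of 34 genes listed as p53 targets, 33 were measured: Trp53inp1, Eda2r and Ercc5 rose (1.28-fold, 2.01-fold and a log2 fold change of 0.24) and Pmaip1, Perp and Cdkn1a fell (2.29-fold, a log2 fold change of -0.45, and 1.27-fold), or 6 and 6 adjusted over the list alone (camera adjusted p = 0.554). Of 22 apoptosis regulators, 1 rose, Diablo at 1.24-fold, and 2 fell, Pmaip1 at 2.29-fold among them, or 2 and 2 adjusted over the list alone (camera adjusted p = 0.959). Heat shock and stress genes had 3 of 29 lower, Junb, Ier3 and Zfp36, at 1.68-fold, 1.5-fold and 1.31-fold (camera adjusted p = 0.418, also 3 adjusted over the list alone). Hypoxia and glycolysis genes had 1 of 25 lower, Ndrg1 at 1.62-fold, also adjusted over the list alone (camera adjusted p = 0.00282, and adjusted p = 0.65 with an estimated correlation). The hypoxia call was also lost with the sex covariate and against control 220 alone (camera adjusted p = 0.183 and 0.213). None of 23 interferon response genes and none of 32 RNA-binding proteins and splicing factors passed by edgeR, also when adjusted over the list alone (camera adjusted p = 0.77 and 0.104). Of 43 cytosolic ribosomal protein genes, Rpl5 and Rpl23 rose 1.42-fold and 1.14-fold, counts that pseudogene copies can share (camera adjusted p = 0.732, 1 adjusted over the list alone). Within the PRMT family, Prmt2 rose 1.19-fold while Prmt1 fell, and the other 7 did not pass (camera adjusted p = 0.959, 1 and 3 adjusted over the list alone). The sign of the median, the mean or the camera direction differed in the p53, Hedgehog, TGF-beta, palate transcription factor, neural crest, apoptosis and PRMT lists.

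Among genes past the threshold with mean log2 CPM of 1 or more, chosen by the rule given above, the largest changes came from several tissues. The limit on CPM leaves out Epyc and Dnah5, and the threshold leaves out some genes with larger falls. Beside the cartilage genes, the largest rises were Amy1 (6.35-fold, an amylase gene that can share reads with its paralogs), Shisa3 (4.41-fold, from 10.5 ± 2.05 to 46.2 ± 7.43 CPM), Clcn1, the chloride channel of skeletal muscle (4.40-fold), Insrr (3.31-fold) and Csmd2 (3.28-fold). The largest falls were Krt20 (13.8-fold, log2 fold change -3.79, but -2.17 with sex as a covariate, where Adgrd1 is at -2.90), Adgrd1 (7.45-fold), Krt6a, Ccdc67 (5.58-fold), Mmp13, Crocc2 (4.89-fold), Ifitm5, Foxj1, Mcidas (3.75-fold) and Ccdc187 (3.67-fold). Foxj1 and Mcidas are regulators of multiciliated cells, and Ccdc67 acts in the centriole amplification that precedes their cilia. In control 220 Foxj1 was at 22.5 CPM, between the other controls (43.4 and 45.1 CPM) and the deletion libraries (7.77 to 10.85 CPM).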

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

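Alternatives that leave out both controls with low Xist (212 and 213), or that use the globin ratio or libraries 220 and 221 as a covariate, were chosen after seeing the data. So was the sex covariate for gene lists. The 1352 calls kept their sign wherever tested, which non-overlapping groups make nearly certain, and changes of scaling moved the median of all genes by at most 0.009 (log2). The DESeq2 Wald test called 2070 genes (1056 higher, 1014 lower). Libraries 220 and 221 as a covariate gave 1810 (921 and 889), 1341 of them among the 1352. A 1.2-fold minimum gave 413 (240 and 173), the sex covariate 129 (65 and 64), the globin covariate 294 (179 and 115), and leaving out both controls that lack Xist reads 89 (44 and 45). Leaving out 1 library in turn gave 356 to 1872 calls, 198 to 1047 higher and 158 to 825 lower. The Prmt1 log2 fold change was -0.31 to -0.25 in those fits, past the threshold in 3 of 6. It was not past the threshold with the 1.2-fold minimum (-0.27), the sex covariate (-0.24) or the globin covariate (-0.29). Without controls 212 and 213 it was -0.24. The sex and globin covariates and smaller groups leave fewer degrees of freedom. So do the covariate of libraries 220 and 221 and leaving out deletion 221, which gave more calls than 1352 (1810 and 1872). The degrees of freedom alone thus do not account for the lower counts. With the sex covariate the comparison rests on control 220 alone, and the median SE of the calls was 1.41 times its former size. The covariate of libraries 220 and 221 marks a control and a deletion library, so it does not narrow the comparison in that way. The cause of the other lower counts was not tested. Of 88 genes named by the rule and past the threshold, 17 stayed past it in every alternative that tested them: Matn1, Cytl1, Lect1, Epyc, Matn4, Amy1, Clcn1, Csmd2, Hic1, Myog, Adgrd1, Krt14, Lgals7, Lox, Mmp13, Ccdc67 and Fgfr3. Myog was not tested where muscle genes were left out. The sex covariate and leaving out controls 212 and 213 estimate the same fold change, so they do not count as separate checks.

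Lists called fell from 13 to 0 with an estimated correlation and 0 with fry, and were 11 to 14 with 1 library left out. None was called with an estimated correlation in any setting in which lists were tested, which was not done for every alternative. The simulation drew genes independently, so it gives no power for that test where genes vary together (estimated correlation 0.904 for muscle markers). The absence of a call there thus does not show the absence of a shift. Lists called only in some alternatives were G1/S, G2/M, tooth germ and MSX1 and BMP (lower), and RNA-binding and ribosomal proteins (higher). Direction turned, of lists called in the main fit, for the FGF list with the sex covariate, the globin covariate and without both controls that lack Xist reads (adjusted p = 0.844, 0.939 and 0.824), and for the macrophage list with the first and last of these (0.844 and 0.796). In 39 more settings a list called in neither fit turned. Genes that turned, none past the threshold, were Msx1 (-0.85 to 0.29 with 1 library left out), Msx2 (-0.005 to 0.27), Mki67 (-0.15 to 0.034), Trp63 (-0.294 to 0.068), Grhl3 (-0.057 to 0.079, -0.032 with the sex covariate, -0.127 with the globin covariate, -0.03 without both controls), Pax9 (0.005, globin covariate), Tsix (-0.038 and -0.037) and Xist (-0.141 and -0.139), the last 2 with the sex covariate and without both controls. The cause was not tested. No paired analysis was possible because the columns carry no replicate number of the labels.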

Other observations

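Of the tests here, the counts of calls in other groupings were chosen before the result was seen. The comparison of calls kept and lost with the sex covariate was chosen after, though that covariate was fixed beforehand for genes. The held-out control, the comparisons of muscle with other markers, the uniformity of the muscle and epithelial markers, and H2afv were also chosen afterwards. The 2 lists in the next paragraph were written after the data were examined.

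Of 41 measured genes of multiciliated cells, a list written because such genes were among the largest falls, 28 fell and 0 rose, with a median log2 fold change of -1.70 (adjusted p = 0.0963 with an estimated correlation). The list's mean log2 level, relative to the mean of all libraries, was 0.91 and 1.04 in controls 212 and 213, 0.10 in control 220 and -0.53, -0.64 and -0.89 in the deletion libraries, so control 220 lay between. Of 18 sensory neuron genes 5 rose and 1 fell (median 0.83, adjusted p = 0.0963 with an estimated correlation), among them P2rx3 (4.70-fold higher), at about 1 CPM or less in controls. Both lists passed fry for a shift in 1 direction (adjusted p = 0.0214 each). They also passed camera at the preset correlation (adjusted p = 3.8e-19 for multiciliated cells and 4.35e-05 for sensory neurons). Both were written after the data were examined, so these p-values carry little weight. Markers of contractile cells split: Tagln fell from 59.7 ± 2.63 to 24.1 ± 2.84 CPM (2.48-fold, edgeR adjusted p = 4.87e-05) while Acta2 rose from 73.8 ± 4.05 to 115.6 ± 7.33 CPM (1.57-fold, edgeR adjusted p = 0.000361), and both stayed past the threshold in every alternative.

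The 1352 calls were set against chance, sex and timing. The real grouping gave 1352 called genes, as many in 1 of the 10 splits of the 6 libraries (itself), and the highest of the other splits gave 3. The splits are too few for a share under 0.05. Sex of controls 212 and 213 as the whole cause of all calls is argued against by the 123 that stayed past the threshold with sex as a covariate, 116 of which also stayed with the globin ratio. For the 1229 calls lost, the fold change was a median 0.907 of its former size (quartiles 0.75 and 1.05) and the SE 1.41 times, so the typical loss came with a wider SE more than with a smaller fold change. Whether sex or timing adds to these 1229 stays open, because control 220 is the only control that matches the deletion libraries in sex. Over 1362 genes called without it, that control kept a median of 0.677 of the difference (quartiles 0.418 and 0.914), a value from 1 library that excludes nothing.

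Gene list calls carry less weight. The 13 lists called were equalled or exceeded in 3 of the 10 splits, the real one included, and the highest other split (controls 212 and 213 with deletion 221) gave 17. Chance cannot be excluded for the number of lists. Each other split mixes the groups unequally, so part of the genotype difference stays in it. The split with 17 also keeps controls 212 and 213, which differ in sex from the rest, together. Whether its calls come from genotype, sex or genes that vary together was not tested.

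Muscle and epithelial markers raise the question of tissue share, since Wnt1-Cre deletes Prmt1 in neither lineage. A lower share of mesenchyme would raise every other tissue alike, but the lower quartile of muscle markers lay 0.892 (log2) above the upper quartile of the endothelial markers, and the epithelial upper quartile was lower still, which argues against it. Neuronal and Schwann cell markers also had medians above 0, at 0.92 and 0.33. Whether those cells lost Prmt1 was not measured, so their rise can be an effect of the deletion in them. The neuronal quartiles (0.306 and 1.354) spanned those of muscle, and the Schwann cell upper quartile (0.682) lay below the muscle lower quartile (0.971). By mean log2 level, muscle was highest in deletion 211 (0.904), and neuronal and Schwann cell markers in deletion 208 (0.812 and 0.499). More skeletal muscle in the deletion libraries, each gene raised alike, remains a candidate explanation. Of the 26 muscle markers, 0% had a 95% interval that left out the list's median. These genes vary together among the libraries (estimated correlation 0.904). Such shared spread widens each interval without setting the genes apart, so the 0% says little about equal rises. Clcn1, a muscle gene outside the list, lay above that median (log2 fold change 2.14, 95% interval 1.67 to 2.61), but it was named for the size of its rise and so decides nothing. Less epithelium with each gene lowered alike is argued against by the epithelial markers, of which 33.3% had an interval that left out the median, Krt6a, Krt14, Krt17, Lgals7 and Sfn among the 7 below it and Grhl2, Grhl3 and Esrp1 above it. Whether muscle differed in the embryo or in the dissection, and whether epithelial genes respond to the mesenchyme, was not tested.

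H2afv, a histone H2A.Z gene (chromosome 11, 6427229 to 6444443, mm10), fell in every deletion library, from 87.3 ± 4.63 to 50.9 ± 5.46 CPM (log2 fold change -0.779, 95% interval -0.95 to -0.61, edgeR adjusted p = 0.000457). Neighbours Ppia and Purb had log2 fold changes of -0.18 and -0.23 and did not pass. A candidate explanation is the Cre transgene, since a widely used Wnt1-Cre line carries its insertion in this gene. The labels do not say which line was used. Loss of 1 of 2 copies predicts -1, or less of a fall if the other copy compensates. With 0 libraries that carry Cre without the deletion, an effect of the transgene and an effect of Prmt1 loss cannot be told apart. This holds for H2afv and for every other gene called.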
